A study of Homo sapiens with 8 samples. Its data were reported in "Reactivity-dependent profiling of RNA 5-methylcytidine dioxygenases" (2022).

How the data were processed

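Total RNA from WT and ALKBH1 KO HEK-293 cells was fragmented and treated with the aldehyde-reactive probe, and input and streptavidin IP libraries were made in 2 replicates per group. Per the study's methods, the authors processed the reads with the iCount consensus mapping pipeline: unique molecular identifiers removed PCR duplicates, reads were mapped with STAR first to tRNA and rRNA and the unmapped ones to GRCh38, and uniquely mapping genome reads were kept. The authors called peaks with Paraclu at default parameters, separately in each library, and deposited 2 peak lists per library, 1 for tRNA and rRNA and 1 for the genome. The deposited value of a peak is its cDNA count, the sum of unique molecules in it, with no normalization. Uniqueness was required at the genome step, so near-identical loci can lose or exchange reads, and tRNA isodecoders share reads. A spike-in was added by the authors but was not analysed here.

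The build was compared first. Of 26 reference names in the genome lists, 25 were in the GRCh38 FASTA, all with peak ends within its lengths, and 1 peak lay on another name. Peaks of all libraries that overlapped by at least 1 nt on 1 strand were merged into 1373 regions. Each region took the class of the annotation on its strand (GENCODE release 44 and RefSeq patch 14). RefSeq gave no strand for tRNA genes, so nuclear tRNA gene loci were matched on either strand, and they were not counted in the tRNA share. Counts were scaled to CPM with the summed peak cDNA counts of both lists of a library. A sum over peaks moves with how much was called, since only peaks of at least 10 counts are listed. That minimum was worth between 35.0 CPM in KO input replicate 2 and 207 in WT IP replicate 2, so low regions were seen more easily in the KO inputs.

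Regions with a peak in every library of a comparison were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, quasi-likelihood test, two-sided, Benjamini-Hochberg adjusted p under 0.05), with only the compared groups in the fit. The interaction fit used all 4 groups and had TMM factors of its own, so ratios from the separate fits do not subtract to the interaction. Requiring a peak in every library leaves out regions lost entirely in 1 group. The standard error of a log2 fold change was its size divided by the square root of the F statistic. The test was first tried on simulated counts, with 10 sets of 20 regions changed by a fold of 4, because a fit holds between 186 and 400 regions. It recovered 90.0% of the changed regions for WT IP against WT input (243 regions, 1.64% of calls wrong), 97.5% for KO IP against KO input (246 regions, 4.41%), 95.0% for the IPs (220 regions, 3.06%), 94.0% for the inputs (400 regions, 3.59%) and 91.5% for the interaction (186 regions, 2.66%). The simulated changes were as many up as down, with a common dispersion and no list minimum. In the data far more regions were called, 117 of 243 for WT IP against WT input. The simulation thus did not test errors that come from the scaling, and its rates of wrong calls need not hold for the data. Values per anticodon came from a fit with tRNA peaks summed per anticodon. In all, 5 comparisons were tested with edgeR, and 84 alternatives were fixed before the data were examined and 10 were added afterwards. They covered the scaling, DESeq2 1.42.0, the treatment of uncalled regions, a mean count minimum of 50, summing, the replicate number as a factor, leaving out each replicate, and the overlap, score, ratio and absence rules of the peak filter.

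The study's filter was applied with the criteria the study states, but these name neither a scaling nor a mean over replicates. Ratios of CPM and their mean were choices made here, and ratios of unscaled counts were not tried. Where only 1 input library had a peak, both IP replicates were divided by it, as fixed beforehand, which held for 20 of the 92 WT peaks with a ratio. Otherwise the mean ratio was read as the mean of the ratios of the replicates, and peaks of replicate 1 were the base, so a wide replicate 2 peak can back several narrow peaks. The reading of the mean and the base were settled after the lists had been seen. The named regions followed a rule fixed beforehand: mt-tRNA-Met and tRNA-Leu-CAA, 7 other anticodons among those the study examined, the 5 largest changes past the threshold in each comparison, and the 5 peaks outside tRNA and rRNA and 3 rRNA peaks with the highest IP to input ratio. For the last 2, peaks without an input peak have no ratio and were not ranked, and nuclear tRNA gene loci, mitochondrial rRNA and antisense peaks were also left out of the former. Regions outside tRNA, rRNA and small RNA genes were searched, from 5 nt upstream to 30 nt downstream, for mitochondrial tRNA (14 nt), cytosolic tRNA (18 nt), mitochondrial DNA (20 nt), adaptor (10 nt) and runs of A (15 nt). These lengths, and the gene lengths of 84 nt (95 nt for Leu and Ser) above which a tRNA gene was taken to hold an intron, were chosen after some loci had been seen. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

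The 2 lines differ in ALKBH1 and in anything else that separates them, and 2 libraries per group cannot tell these apart.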

Results

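The data were peak lists from aldehyde-reactive probe sequencing of HEK-293 cells, a human embryonic kidney line. The probe attaches biotin to aldehydes such as that of 5-formylcytidine, the oxidation product of 5-methylcytidine made by the dioxygenase ALKBH1. Fragmented total RNA was sequenced before (input) and after streptavidin pulldown (IP) in wild-type (WT) cells and in ALKBH1 knockout (KO) cells. This gave 4 groups of 2 libraries, 8 libraries in all. Each value was the number of unique cDNA molecules in a peak, and the lowest listed value was 10 in every library. The summed peak cDNA counts were 94218 and 98032 in the WT inputs, 194494 and 285539 in the KO inputs, 65413 and 48380 in the WT IPs and 53420 and 52137 in the KO IPs. The number of peaks was 608 and 592, 744 and 1047, 568 and 414, and 402 and 371 in the same order. These totals covered called peaks and were not the depth of the libraries, which was not analysed here. The largest peak held 14.3% and 17.2% of the counts in the WT IPs and between 7.08% and 10.8% in the other libraries.

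The targeted gene was looked up first. No library listed a peak on either strand of ALKBH1 (GRCh38 chromosome 14, 77672404 to 77708023, minus strand), so the counts did not test the genotype labels. A region without a listed peak had fewer counts than the list minimum or was not clustered, and was not taken as absent.

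Replicates were compared before averaging. Merging overlapping peaks of all libraries gave 1373 regions, of which 186 had a peak in all 8 libraries. In the WT inputs 460 of 692 regions had a peak in both replicates, in the KO inputs 683 of 1055, in the WT IPs 349 of 598 and in the KO IPs 300 of 448. Across shared regions, which are not independent replicates, Pearson's r of the log2 counts was 0.947, 0.972, 0.934 and 0.960. The chi-square per degree of freedom lay between 3.93 and 6.52, so every pair differed by more than sampling noise.

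The first question was which RNA classes the pulldown recovered. Mature cytosolic and mitochondrial tRNA held 39.3% ± 1.65 (SD, n = 2) of the peak cDNA counts in the WT inputs and 54.3% ± 4.07 (SD, n = 2) in the WT IPs. In KO cells the share was 34.9% ± 0.305 (SD, n = 2) in the inputs and 42.7% ± 0.879 (SD, n = 2) in the IPs. The WT IP libraries had 51.4% (Wilson 95% interval 51.1 to 51.8) and 57.2% (56.8 to 57.6), intervals that cover counting error only. Both WT IP libraries lay above every other library, but an exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333. Restricting the lists to peaks with a score above 100 moved the WT IP share most, to 62.8%. Cytosolic tRNA alone held 34.3% ± 1.42 of the WT input and 34.3% ± 2.39 of the WT IP counts, and 27.5% ± 0.561 and 33.5% ± 0.972 in KO cells (SD, n = 2 each). Mitochondrial tRNA rose from 4.95% ± 0.222 (SD, n = 2) in the WT inputs to 20.1% ± 1.67 (SD, n = 2) in the WT IPs, against 7.35% ± 0.257 and 9.12% ± 0.0925 in KO cells (SD, n = 2 each). Peaks at nuclear tRNA gene loci, called from reads that did not map to the mature tRNA reference, held 5.27% ± 1.17 (SD, n = 2) of the WT input counts, and 10.6% (Wilson 95% interval 10.4 to 10.8) and 11.4% (11.1 to 11.7) in the WT IP libraries. In KO cells they held 3.20% ± 0.205 and 3.97% ± 1.09 (SD, n = 2 each), which differed by less than the spread between the replicates. rRNA held 24.5% ± 2.35 of the WT IP and 40.7% ± 0.0862 of the KO IP counts (SD, n = 2 each). The share of mRNA was lower in the IPs (1.14% ± 0.146 in WT and 1.06% ± 0.128 in KO) than in the inputs (2.86% ± 0.168 and 2.22% ± 0.351; SD, n = 2 each).

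**Figure D1:**
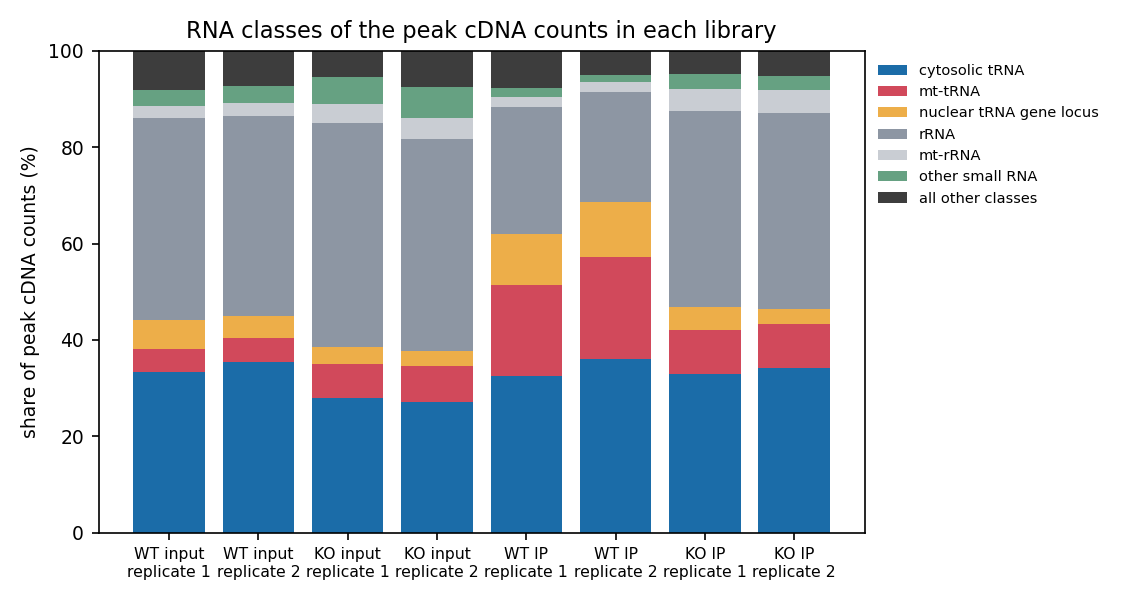
Share of the peak cDNA counts (percent, vertical axis) in each RNA class for each of the 8 libraries (horizontal axis); each stacked bar is 1 library. Mitochondrial tRNA held a mean of 20.1% in the WT IPs and of 9.12% in the KO IPs.

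Regions enriched by the pulldown in WT cells were tested next with edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted. Of 243 regions with a peak in all 4 WT libraries, 117 passed an adjusted p of 0.05, 56 higher and 61 lower in the IP. Setting uncalled regions to 0 moved this count most, to 336 of 566 tested regions, with 126 higher and 210 lower. The median log2 fold change was -0.17 with TMM and -0.03 with the relative log expression (RLE) factors. The 5 largest changes were all at nuclear tRNA gene loci and all higher in the IP. TRF-GAA1-1 (chromosome 6, 28790733 to 28790770) had a log2 fold change of 5.18 (SE 0.41, adjusted p 0.00147), with 14 and 14 counts in the inputs and 270 and 339 in the IPs. The others were TRL-CAA4-1 at 4.78, TRY-GTA2-1 at 4.62, TRL-CAA3-1 at 4.48 and TRL-CAA1-1 at 3.88, with adjusted p-values from 0.000802 to 0.00172.

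The same comparison in KO cells asked which enrichment persisted without ALKBH1. Of 246 tested regions 139 passed the threshold, 63 higher and 76 lower in the IP. With uncalled regions at 0 the count was 518 of 737, with 90 higher and 428 lower. The peak totals as library sizes moved the median log2 fold change from 0.04 to 0.14. The largest change was again at a nuclear tRNA gene locus, TRY-GTA5-4 (chromosome 14, 20663195 to 20663293), at 4.69 (SE 0.23, adjusted p 3.37e-05). It was also enriched in WT cells, at 3.85 (adjusted p 0.000802). In the fit of all 8 libraries the ratios were 4.24 in WT and 4.72 in KO cells. Their difference, tested as an interaction, was -0.48 (adjusted p 0.270). With the peak totals the interaction was -0.85 (adjusted p 0.0336). MT-TN on chromosome M (5687 to 5697) had 3.86, the pseudogene ENSG00000230021 on chromosome 1 (630855 to 631032) 3.66 and tRNA-Arg-TCG-1-1 3.29. The pseudogene region shares 73 nt with MT-TN, so its reads and those of MT-TN are uncertain. A 28S rRNA region (positions 4460 to 4473 of the mature rRNA) had a log2 fold change of -3.75 (SE 0.21, adjusted p 7.35e-05). The KO value of TRF-GAA1-1 was 2.59 with both replicates, 1.28 without replicate 2 and 3.49 without replicate 1.

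WT and KO IPs were then compared directly. Of 220 tested regions 82 passed, 41 higher and 41 lower in WT. The peak totals as library sizes gave 83, with 28 higher and 55 lower, and moved the median log2 fold change from 0.03 to -0.22. Setting uncalled regions to 0 gave 208 of 429, with 130 higher and 78 lower. The largest changes were all higher in WT and stayed so under the totals. tRNA-Leu-CAA-4-1 had 4.75 (SE 0.28, adjusted p 4.77e-06), TRF-GAA1-1 4.15 (SE 0.42, adjusted p 0.000103) and tRNA-Leu-CAA-1-1 with its identical copy 1-2 3.63 (SE 0.19, adjusted p 2.71e-06). TRL-CAA1-1 had 3.58 and TRY-GTA2-1 3.57. Of 31 tested nuclear tRNA gene loci, 17 were higher in the WT IPs.

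The inputs gave the difference in RNA between the 2 lines without pulldown. Of 400 tested regions 141 passed, 62 higher and 79 lower in WT. DESeq2 called 64, with 40 higher and 24 lower. Uncalled regions at 0 gave 363 of 743, with 70 higher and 293 lower. TRY-GTA5-4 had the largest change, at 3.03 (SE 0.20, adjusted p 0.0109), with 39 and 41 counts in the WT inputs and 10 and 15 in the KO inputs. TRR-CCT4-1 had 2.83, or 1.95 without replicate 1. TRA-AGC5-1 had 65 and 64 counts in the WT inputs and 23 and 27 in the KO inputs (adjusted p 0.0149). An intergenic locus on chromosome 7 (53217743 to 53217759) and LINC02479 both had 2.72, each with an adjusted p of 0.0478. The chromosome 7 value fell to 1.24 and the LINC02479 value to 1.80 without replicate 1, and neither passed with the peak totals as library sizes (adjusted p 0.0548 and 0.0528).

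Whether the IP to input ratio itself differed between the lines was tested as an interaction in 1 fit of all 8 libraries. Of 186 regions 56 passed, 37 with a higher and 19 with a lower ratio in WT. Setting uncalled regions to the lowest score moved the count most, to 151 of 853, with 37 of the 56 among them, and setting them to 0 gave 91, with 28 of the 56. This split depended on the scaling. The peak totals gave 21 higher and 48 lower (median log2 -0.34, against 0.04 with TMM), the RLE factors 33 and 32 (median -0.14), and DESeq2 18 and 34. With TMM, RLE and the totals alike, 21 regions were higher and 19 lower. The 21 comprised 10 nuclear tRNA gene loci, 9 cytosolic tRNA regions, 1 mitochondrial tRNA region and 1 lncRNA region. The largest interactions were tRNA-Leu-CAA-4-1 at 4.92, TRL-CAA1-1 at 4.16, TRL-CAA3-1 at 3.95, the mitochondrial tRNA-Met region at 3.92 and TRY-GTA2-1 at 3.89, with adjusted p-values from 1.34e-05 to 0.000139.

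**Figure D2:**
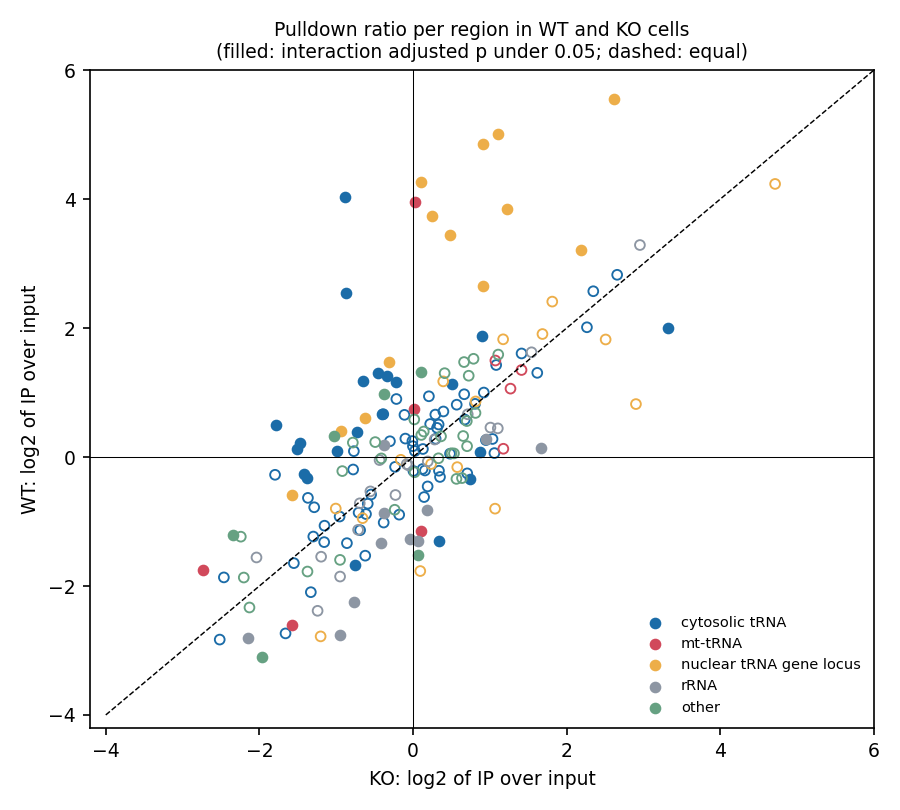
Log2 of IP over input in KO cells (horizontal axis) against WT cells (vertical axis) for the 186 regions with a peak in all 8 libraries, from 1 fit of all libraries; each point is a region, coloured by RNA class, and filled where the interaction had an adjusted p under 0.05. The 56 filled regions lie on both sides of the dashed line of equal ratios, 37 above it with TMM scaling.

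The known 5-formylcytidine carriers mt-tRNA-Met and tRNA-Leu-CAA were examined whatever their values. MT-TM lies on chromosome M from 4402 to 4469 (plus strand). The WT IP peak from 4400 to 4450 held 9326 and 8311 counts, and the KO IP peaks held 753 and 866. In all 4 inputs a single peak from 4261 to 4444 or 4445 also covered MT-TI. Separate MT-TI peaks held 45 and 16, and 39 and 17, counts in the WT IPs, and 186 and 179 in the KO IPs. The MT-TI part of the input peaks is not known. The IP to input ratio of the merged region may thus lie above or below that of MT-TM alone. In CPM, counts scaled to the peak total of the library, the merged region had 12651 ± 1425 in the WT inputs, 158223 ± 20817 in the WT IPs, 17666 ± 1484 in the KO inputs and 18810 ± 1743 in the KO IPs (SD, n = 2 each). The log2 ratio of IP to input was 3.58 (SE 0.17, adjusted p 0.000802) in WT and -0.0031 (SE 0.12, adjusted p 0.980) in KO cells. The WT IPs exceeded the KO IPs by 3.33 (SE 0.12, adjusted p 2.63e-07), and the inputs differed by -0.44 (SE 0.11, adjusted p 0.0467). The interaction was 3.92 (SE 0.21, adjusted p 1.34e-05).

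The tRNA-Leu-CAA peaks, summed, had 2599 ± 118 CPM in the WT inputs, 16886 ± 791 in the WT IPs, 2327 ± 142 in the KO inputs and 1106 ± 289 in the KO IPs (SD, n = 2 each). The summed peaks covered 194 nt in the inputs and KO IP replicate 1, 96 nt in KO IP replicate 2, and 200 and 194 nt in the WT IPs. The mean count per called peak was 214 and 211 in the WT IPs and 17.5 and 23.5 in the KO IPs. IP over input was 2.68 (SE 0.16, adjusted p 8.36e-05) in WT cells and -1.26 (SE 0.24, adjusted p 0.00347) in KO cells. The WT IPs exceeded the KO IPs by 4.25 (SE 0.21, adjusted p 0.000424), and the interaction was 4.32 (SE 0.29, adjusted p 1.72e-05). Among single references, 4-1 had 3.66 in WT and -0.92 in KO cells, and 1-1 with 1-2 had 2.16 and -0.90. References 2-1 and 3-1 had 2.45 and 2.97 in WT cells and no peak in KO IP replicate 2. Reference 6-1 had a peak of 23 counts in WT IP replicate 1 alone.

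**Figure D3:**
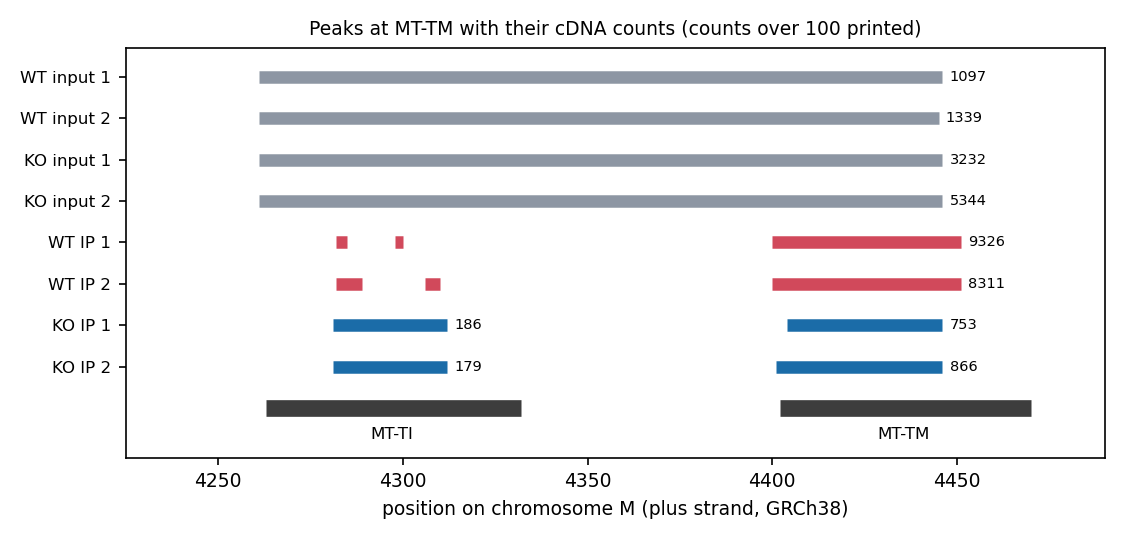
Peaks on the plus strand of chromosome M (position in GRCh38, horizontal axis) in each of the 8 libraries, with MT-TI and MT-TM drawn below; counts over 100 are printed beside their peak. The WT IP peaks at MT-TM held 9326 and 8311 counts and the KO IP peaks 753 and 866.

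Of the other tRNAs that the study examined, 7 anticodons had been chosen beforehand and were summed per anticodon. None was higher in the WT IPs than in the WT inputs past the threshold, and Glu-CTC (-1.26, adjusted p 0.0127) and Gly-CCC (-1.57, adjusted p 0.000345) were lower. The interaction passed for Val-CAC at 1.72 (SE 0.29, adjusted p 0.00449), Trp-CCA at 1.25 (SE 0.27, adjusted p 0.0140) and Met-CAT at 1.42 (SE 0.42, adjusted p 0.0380). With the peak totals as library sizes these were 1.17, 0.71 and 0.86, and Met-CAT no longer passed (adjusted p 0.114). Without replicate 1 the Trp-CCA value was 0.81. The Val-CAC peaks covered 199 nt in each library except KO input replicate 2, with 252 nt, and their mean count per called peak was 91.5 and 91.25 in the WT IPs and 53 and 61.75 in the KO IPs. The Trp-CCA peaks covered 98 nt, or 46 nt in WT IP replicate 2, with means of 127.5 and 194 in the WT IPs and 64 and 70.5 in the KO IPs. The Met-CAT peaks covered 153 nt, or 156 nt in WT IP replicate 2, with means of 108 and 99.25 in the WT IPs and 79.3 and 105 in the KO IPs. For Val-CAC and Trp-CCA the pulldown ratio in KO cells was below the input (-1.58 and -0.86) while in WT cells it did not differ from it (-0.25, adjusted p 0.375, and 0.01, adjusted p 0.981). These ratios came from separate fits with their own TMM factors and do not subtract to the interactions above. With the peak totals the Val-CAC ratios were -0.23 in WT and -1.40 in KO cells, which do give the 1.17. Part of the larger Val-CAC interaction with TMM thus rests on the factors of that fit. Ser-CGA, Glu-CTC, Gly-CCC and Gln-CTG had interactions of -0.11, 0.19, 0.30 and 0.03 that did not pass. The Ser-CGA sum passed as lower (-0.65, adjusted p 0.0169) with the peak totals. Among single references, Ser-CGA-1-1 (-1.65, adjusted p 0.00583) and Gln-CTG-4-1 with 4-2 (-1.08, adjusted p 0.045) passed as lower. The other tested references of these anticodons did not pass, with Ser-CGA-4-1 at 0.17 and those of Gln-CTG between -0.65 and 0.74.

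**Figure D4:**
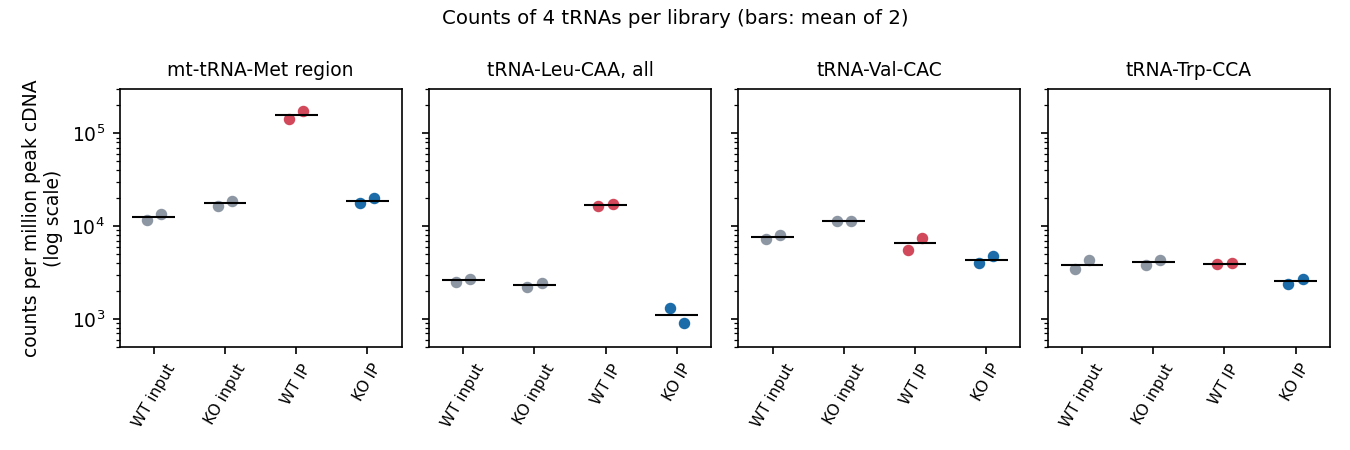
CPM of peak cDNA (vertical axis, log scale) of the mt-tRNA-Met region and 3 tRNAs summed per anticodon, in the 4 groups (horizontal axis); points are the 2 libraries and bars their mean. The mt-tRNA-Met region had 158223 in the WT IPs and 18810 in the KO IPs.

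The study's own filter was applied last, to ask which peaks appear in the WT pulldown and not in the knockout. As applied here, it keeps peaks above a score of 10 in both IP replicates with no input peak or a mean IP to input ratio of CPM above 1.5. The mean and the scaling to CPM were choices made here, since the study states neither. The filter kept 164 peaks in WT and 128 in KO cells. Of the 164, 72 had no overlapping peak in either KO IP. With replicate 1 of every group left out the number was 119, and with replicate 2 left out it was 178. Those counts needed the peak in 1 WT IP library only, and absence from 1 KO IP library only, with 1 input. Which of these rules raised the number cannot be told apart. The 72 comprised 39 peaks at nuclear tRNA gene loci, 21 in rRNA, 5 in mature cytosolic tRNA, 5 outside genes, 1 antisense to tRNA or rRNA and 1 in an intron of SGPL1. Mature tRNA held 5.26% ± 0.135 (SD, n = 2) of their cDNA counts. The main mt-tRNA-Met peak was not among them, because both KO IPs kept a smaller peak there. Where a KO peak was allowed at a mean WT to KO ratio above 1.5, 103 peaks remained and mature tRNA held 65.4% ± 0.896 (SD, n = 2). Apart from tRNA-Leu-CAA, 25 WT peaks were in cytosolic tRNA, 11 of them above a score of 100 in both replicates. Of these 25, 12 had a WT to KO ratio above 1.5 or no KO peak, 5 of them the latter. Peaks in mRNA were 6 of the 164 (3.66%) and 1 of the 72 (1.39%).

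Among WT peaks outside tRNA and rRNA that had an input peak, the highest ratio was 7.73, at an intergenic site on chromosome 5 (134926615 to 134926637, minus strand). A peak in a UTR of CDC42BPB (chromosome 14, 102932406 to 102932408) had 6.25, an intron of MYOM2 4.00, and intergenic sites on chromosomes 15 and 20 had 3.33 and 2.97. All 5 had a peak in at least 1 KO IP library. Of 24 WT enriched regions outside tRNA, rRNA and small RNA genes, 10 shared sequence with a mitochondrial tRNA and 2 with a cytosolic tRNA. Another 1 held an adaptor match and 3 a run of A, and 8 held none of these. Among 354 regions enriched in neither IP, 143 held none. Reads at such a site therefore need not come from the gene or locus it lies on. In rRNA the highest ratios were 7.95 in 18S rRNA (mature positions 1309 to 1345), 5.18 in 28S rRNA (109 to 113) and 4.86 in 28S rRNA (1745 to 1748). For 4 of the 5 sites outside tRNA and rRNA, all but that on chromosome 20, and for the 28S peak from 109 to 113, only 1 WT input library had a peak, and both IPs were divided by it. The counts at the 18S peak were 639 and 350 in the WT IPs and 1796 and 1820 in the KO IPs. At the 28S peak from 1745 to 1748 they were 99 and 795 in WT and 105 and 2320 in KO, where the boundaries of the called peaks differed between replicates. The WT inputs held 175 and 181 counts there, so the ratio of 4.86 rests on replicate 2. The merged region that holds this peak had a log2 ratio of 0.28 in WT and 0.95 in KO cells in the fit of all 8 libraries.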

Values the study reported

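The study reported that 88% of the unique reads in its ALKBH1-dependent ARP peaks mapped to tRNA. Apart from mt-tRNA-Met and tRNA-Leu-CAA, it listed 32 peaks in other cytosolic tRNAs with a fold change above 1.5, of which 20 had a cDNA value over 100. It placed 4% of the enriched peaks in mRNA. Its spike-in oligonucleotide was enriched between 20 and 40 times in WT and KO samples alike.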

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

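The comparisons of the groups and the scalings by RLE and by the peak totals had been planned, the tests that removed the mt-tRNA-Met region or thinned the KO inputs were added later but before their own results were seen, and the tests of an input difference, of scaling on other classes or on totals without mt-tRNA-Met, of the KO pulldown, of leftover mature reads and of introns were chosen only after the result was seen.

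The WT and KO pulldown ratios differed by the interaction test in 56 of 186 regions. The mt-tRNA-Met region takes a large share of the WT IP counts, which could displace other regions. With it left out, 50 of the 56 were still called, which argues against it as the whole cause. The KO inputs hold more counts than the WT inputs. With the KO inputs thinned to the WT totals, 51 of the 56 were still called, which argues against the larger peak totals as the whole cause. Only counts in called peaks were thinned, so an effect of library depth on which peaks were called was not tested. A difference in the input counts was weighed next. Of the 37 regions with a higher WT ratio, 23 were also higher in the WT IPs than in the KO IPs with the inputs left aside, and of the 19 with a lower ratio 14 were lower. For the other 14 and 5 regions an input difference cannot be told apart from a pulldown difference. The inputs differed in the opposite direction past the threshold in 9 of these 14 and 4 of these 5, but regions without a called IP difference were bound to lean that way. The scaling of the libraries was weighed in both directions. Of the 37 higher regions 33 were kept with RLE, 21 with the peak totals and 25 with TMM over the 34 regions outside tRNA and rRNA, and 20 were kept under all of these. All 19 lower regions were kept with RLE and with the totals, and 8 with TMM over other classes. That argues against a shift by these scalings for the 20 and the 8. For the other 17 higher and 11 lower regions such a shift cannot be told apart from a pulldown difference, because at least 1 scaling removed the call. With the peak totals and the mt-tRNA-Met region left out, the calls were 32 higher and 31 lower (median log2 -0.13, against -0.34 with it), of which 32 and 19 were among the 37 and the 19. Much of the downward shift under the totals thus came with that region. Any other difference between the 2 cell lines is confounded with ALKBH1 and was not tested.

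Both known carriers were among the regions whose ratio differed, at 3.92 for the mt-tRNA-Met region (adjusted p 1.34e-05), 4.32 for tRNA-Leu-CAA summed (adjusted p 1.72e-05), 3.40 for tRNA-Leu-CAA-1-1 with 1-2 and 4.92 for 4-1. In each, both WT IP libraries lay above both KO IP libraries. Failure of the KO pulldown could remove such an enrichment. If the KO IPs held unselected RNA, the other WT enrichments would be lost too. Outside mt-tRNA-Met and Leu-CAA, 33 regions with a peak in all 8 libraries were higher in the WT IPs than in the WT inputs, and 26 of them were also higher in the KO IPs than in the KO inputs (median log2 of the 33 1.43 in WT and 1.14 in KO cells), against 16 of 147 regions that were not higher in WT. The 18S rRNA region around mature positions 1309 to 1345 had 2.90 in WT and 2.92 in KO cells. This argues against unselected RNA in the KO IPs. WT enrichments without a peak in both KO IPs could not enter this count. Of the 164 WT peaks kept by the filter, 76 had a KO IP peak in both libraries and 55 overlapped a KO enriched peak. The study reports its spike-in as enriched in both lines, but the spike-in is not in the peak lists and was not analysed here. In all, 63 regions were higher in the KO IPs. Scaling centres such a count, and unspecific binding to the beads would give enrichments shared by both lines, so a KO pulldown that failed to capture aldehydes, with such binding left, cannot be told apart from a loss of the carriers' aldehyde by the peak counts alone. By the peak counts alone, a loss of 5-formylcytidine with ALKBH1 stays a hypothesis beside such a failure. They do not measure the base itself, and the cell lines were not replicated in these data. The study measured the base in both carriers, by mass spectrometry and by pyridine borane sequencing, and reports less of it in knockout cells. Those assays do not rest on the aldehyde pulldown and favour a loss of the base, but they were not analysed here.

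Nuclear tRNA gene loci differed by 2.94 (TRF-GAA1-1), 3.89 (TRY-GTA2-1), 3.95 (TRL-CAA3-1) and 4.16 (TRL-CAA1-1). Leftover reads of the mature tRNA of the same anticodon may be the source. The prediction was that the mature tRNA would be higher by a like amount in most anticodons. It was called higher in 4 of the 7 anticodons that had a value, but over the 9 loci that had such a value the median log2 difference between the IPs was 0.82 for the mature tRNA, against 2.67 for the loci, so the 2 parts of the prediction went apart. Over all 17 loci the median was 2.37. After this was seen, loci were compared with their mature tRNA 1 by 1. In 4 of 9 loci the locus exceeded the anticodon sum by over 2 SE. The sum mixes different tRNAs, so the mature reference of the locus itself was then compared, where it had a value (7 loci). TRE-TTC1-2 (1.04) did not differ from its own reference (0.96). The other 3, TRF-GAA1-1 (4.15), TRR-TCT1-1 (2.67) and TRK-CTT2-5 (2.64), exceeded both their own reference (0.76, 0.29 and 0.04) and the sum, which argues against a constant fraction of mature reads there. TRN-GTT1-1 (1.26) exceeded its own reference (0.26) by 1.00 (SE 0.47), but the sum by 0.82 (SE 0.43), under 2 SE, so it stays undecided. The Leu-CAA loci did not exceed their sum. For 8 further loci, those of Tyr-GTA included, the mature tRNA had no peak in at least 1 IP library and so no fold change, and the source cannot be told apart. The mature tRNA-Tyr-GTA-4-1 had 106 and 94 counts in the WT IPs and no peak in either KO IP. Precursors that still hold an intron are another possible explanation. For 10 of the 17 loci, TRF-GAA1-1 and TRK-CTT2-5 included, the gene is at most 74 nt long and leaves no room for an intron, which argues against this source there. Loci of long genes were called higher in 7 of 7 cases against 10 of 24 others (two-sided Fisher's exact p 0.00870). As Leu-CAA is itself a known carrier, the test was repeated outside it after this result, with 4 of 4 and an exact p of 0.0978. For the 7 long loci an intron thus cannot be told apart from other sources, since 3 belong to a carrier and the other 4 are too few. These tests used the difference between the IPs. The interaction did not pass for TRY-GTA5-4 (-0.48) and TRY-GTA5-3 (0.60), both long loci. Nor did it pass for TRN-GTT1-1 (0.05), TRE-TTC1-2 (-0.68) and TRA-AGC3-1 (0.78). TRK-CTT2-5 was not in that fit. For these loci an input difference cannot be told apart, and at TRY-GTA5-4 the inputs differed by 3.03 (adjusted p 0.0109).

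tRNA-Arg-TCG-1-1 had a lower WT ratio, at -1.32 (adjusted p 0.00583). It was enriched in both lines, at 1.63 in WT and 3.29 in KO cells, while the IPs differed by 0.19 (adjusted p 0.167) and the inputs by 1.66 (adjusted p 0.0149). It is 1 of the 5 regions named above as undecided between input and pulldown.

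Met-CAT (1.42), Val-CAC (1.72) and Trp-CCA (1.25) also differed by the interaction. The inputs of Val-CAC differed by -0.47 (adjusted p 0.0347), and the IPs by 0.91 (adjusted p 0.0270) with TMM and 0.59 (adjusted p 0.0640) with the peak totals. The scaling may therefore contribute. For Met-CAT neither the IPs (0.65, adjusted p 0.167) nor the inputs (-0.43, adjusted p 0.0926) differed past the threshold. Its interaction was 0.86 (adjusted p 0.114) with the totals. Trp-CCA had equal inputs (0.03, adjusted p 0.876) and differed between the IPs by 0.95 (adjusted p 0.0115), or 0.63 (adjusted p 0.0335) with the totals.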

How the results depend on the processing

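The tests with scaling on regions outside tRNA and rRNA, without the mt-tRNA-Met region, with thinned KO inputs, without look-alike peaks, with floors for uncalled peaks and with nuclear loci counted as tRNA were chosen after seeing the data, and the other settings were fixed before the data were examined.

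Setting uncalled regions to 0 or to the lowest score raised every count of called regions, with more regions tested: to 336 or 270 for WT IP against input, 518 or 373 for KO IP against input, 208 or 153 between the IPs, 363 or 248 between the inputs and 91 or 151 for the interaction. The original calls were kept only in part, 100 or 105 of 117, 122 or 111 of 139, 65 or 66 of 82, 122 or 119 of 141 and 28 or 37 of 56 in the same order; the cause was not tested. DESeq2 lowered the calls between the IPs to 54 and between the inputs to 64; the cause was not tested. In 1 fit of all 8 libraries the inputs gave 66 calls, with fewer regions tested. The interaction count was 37 with tRNA summed per anticodon (fewer regions) and 35 with TMM over regions outside tRNA and rRNA; the cause of the latter was not tested. The summed interaction split 30 higher to 7 lower with TMM and 16 to 36 with the peak totals, and the summed IPs 37 to 34 and 22 to 48. A mean of at least 50 counts gave the interaction 24 higher and 32 lower.

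With the replicate number as a block (within genotype for the interaction), calls in the order above were 136 (65 higher, 71 lower), 142 (67, 75), 116 (59, 57), 208 (111, 97) and 66 (42, 24). Of the original calls 117 of 117, 135 of 139, 82 of 82, 141 of 141 and 55 of 56 were among them. Per the study's methods an input was an aliquot of the RNA put on the beads, but no label says that the number marks it. Same-numbered deviations correlated at 0.50 between WT input and WT IP, 0.24 between KO input and KO IP, 0.18 between the inputs, 0.31 between the IPs, 0.44 between WT input and KO IP and -0.04 between KO input and WT IP. As 1 of these did not exceed 0.1, the block was not made the main setting. That pair, KO input and WT IP, would not share an aliquot, while both pairs of input and IP within a line exceeded 0.1. The main tests may thus ignore a real pairing. With the block, the common dispersion of WT IP against WT input fell from 0.0558 to 0.0115. Of the named single regions, 1 changed its call with the block: the chromosome 7 locus at 53217743, lower in the WT IP than the WT input (-0.92, adjusted p 0.0361 against 0.404). Summed anticodons were not fitted with the block.

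Of 104 named log2 fold changes, the peak totals kept 89, made 3 pass and 4 fail, and reversed 8, none past the threshold in either setting. Those were the mt-tRNA-Met region in KO cells (0.090), MT-TN between the IPs (-0.23), tRNA-Arg-TCG-1-1 between the IPs (-0.070), Trp-CCA between the inputs (-0.078), Glu-CTC between the IPs (-0.10) and in the interaction (-0.34), and Gly-CCC (-0.26) and Gln-CTG (-0.51) in the interaction; within a comparison the totals shift the named values in a common direction, up for IP against input and down for WT against KO and the interaction. Each value was also fitted without replicate 1 and without replicate 2, and over these fits it moved by more than its standard error in 55 cases and by less in 153.

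A score above 100 left 32 WT, 31 KO and 5 ALKBH1-dependent peaks, and a mean ratio above 3 left 71 KO peaks. Leaving out 1 replicate gave from 206 to 294 WT peaks, 152 to 201 KO peaks and 119 to 178 dependent peaks. No second replicate then had to show the peak, and the input and KO IP libraries of that replicate were left out too. With floors for uncalled peaks 63 dependent peaks were left, and 66 without those resembling a mitochondrial tRNA or next to a run of A. The tRNA share of dependent peaks was 16.8% with an overlap of at least 0.5 of each peak, 0% above a score of 100, 5.49% with the ratio in each replicate, 5.70% with a ratio above 3, 5.44% with CPM per list, 4.71% with floors for uncalled peaks, and 6.28% to 11.1% with 1 replicate left out. It was 14.2% with absence in at least 1 KO IP, 65.4% with a WT to KO ratio above 1.5 and 70.8% where a KO peak could exist unless enriched. Counting nuclear loci as tRNA gave 61.2%, and 90.2% with the WT to KO ratio.

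The tRNA share per group was, within the tRNA and rRNA list alone, 45.1% in WT inputs, 37.7% in KO inputs and 44.9% in KO IPs, and with peaks above a score of 100, 42.8%, 37.0%, 62.8% (WT IPs) and 45.8% (KO IPs). The WT IPs stayed highest in each.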

Other observations

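The strict rule and the WT to KO ratio rule had been planned, and the other tests in this part were chosen only after the result was seen.

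The tRNA share of the ALKBH1-dependent peaks here was 5.26%. That is lower than the value quoted from the study above. Apart from tRNA-Leu-CAA, 5 cytosolic tRNA peaks had no KO IP peak, and 12 had either none or a WT to KO ratio above 1.5. That is lower than the value quoted from the study above. Of these, 0 and 2 were above a score of 100 in both replicates. That is lower than the value quoted from the study above. The measures may differ, since the study's methods give the fold change as treated over input. Nor does the study say that a cDNA value had to pass in both replicates. By the filter against input alone, 25 such WT peaks were kept, 11 of them above 100 in both replicates, which is also lower.

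The share rose to 65.4% when a weaker KO peak was allowed. The strict rule leaves out any peak with a residual KO IP peak. Of the cDNA in the 31 peaks so left out, 74.5% came from the mitochondrial tRNA-Met or tRNA-Leu-CAA. The 2 sets differ in this rule alone, so that share describes their difference and tests no cause. Counting nuclear tRNA gene loci as tRNA gave 61.2%, and 90.2% together with the WT to KO ratio. The study describes mt-tRNA-Met and tRNA-Leu-CAA as most of its tRNA reads, whereas the strict set held no mitochondrial tRNA peak, so the strict reading differs from the set the study described. A share near that of the study does not by itself show that its rule was the same.

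Of the dependent peaks outside tRNA, rRNA and small RNA genes, 6 regions had no KO IP peak. Reads of mt-tRNA-Met placed on nuclear sequences that resemble it could give such regions. Sharing at least 14 nt with mt-tRNA-Met was seen in 5 of the 6, against 5 of 354 regions enriched in neither IP (two-sided Fisher's exact p 3.05e-08). Runs of A in the genome were weighed too. In these 5 regions the longest run was 5 nt, which argues against runs of A as their source. The other region, 1 of the 6, lies at a run of 32 nt. Runs of at least 15 nt were also at 144 of the 354 (exact p 0.408), so for it this source cannot be told apart. The dependent mRNA peak was in an intron of SGPL1 (chromosome 10, 70817633 to 70817637, plus strand), with 124 and 98 counts in the WT IPs and no KO IP peak. The sequence there holds CCCTTCCCGTACTACCA, which is the 3′ end of mt-tRNA-Met with the added CCA. The regions on chromosome 7 (57186346 to 57186389) and chromosome 1 (629570 to 629608) had 373 and 195, and 385 and 143 counts in the WT IPs. They share 38 nt and 54 nt with mt-tRNA-Met. These regions were picked out after their values were seen. That they carry 5-formylcytidine of their own was not tested.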
